# Screening and evaluating of long noncoding RNAs in the puberty of goats

**DOI:** 10.1186/s12864-017-3578-9

**Published:** 2017-02-14

**Authors:** Xiaoxiao Gao, Jing Ye, Chen Yang, Kaifa Zhang, Xiumei Li, Lei Luo, Jianping Ding, Yunsheng Li, Hongguo Cao, Yinghui Ling, Xiaorong Zhang, Ya Liu, Fugui Fang, Yunhai Zhang

**Keywords:** LncRNA, Puberty, Goat, Hypothalamus, Transcriptome

## Abstract

**Background:**

Long noncoding RNAs (lncRNAs) are involved in regulating animal development, however, their function in the onset of puberty in goats remain largely unexplored. To identify the genes controlling the regulation of puberty in goats, we measured lncRNA and mRNA expression levels from the hypothalamus.

**Results:**

We applied RNA sequencing analysis to examine the hypothalamus of pubertal (case; *n* = 3) and prepubertal (control; *n* = 3) goats. Our results showed 2943 predicted lncRNAs, including 2012 differentially expressed lncRNAs, which corresponded to 5412 target genes. We also investigated the role of lncRNAs that act *cis* and *trans* to the target genes and found a number of lncRNAs involved in the regulation of puberty and reproduction, as well as several pathways related to these processes. For example, oxytocin signaling pathway, sterol biosynthetic process, and pheromone receptor activity signaling pathway were enriched as Kyoto Encyclopedia of Genes and Genomes (KEGG) or gene ontology (GO) analyses showed.

**Conclusion:**

Our results clearly demonstrate that lncRNAs play an important role in regulating puberty in goats. However, further research is needed to explore the functions of lncRNAs and their predicted targets to provide a detailed expression profile of lncRNAs on goat puberty.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12864-017-3578-9) contains supplementary material, which is available to authorized users.

## Background

Puberty is a pivotal stage in female goat development. It marks the first occurrence of ovulation and the onset of reproductive capability [1]. The mechanism of puberty onset is complex and thought to be associated with environmental factors, neuroendocrine factors, genetic factors and their interactions. In general, the secretion of gonadotropin-releasing hormone (GnRH) is considered a crucial factor in puberty onset for goats [2]. A popular view is that during the prepubertal period, secreting neurons suffer persistent trans-synaptic inhibition. This means that GnRH secretions increase as long as this inhibition is eliminated, which leads to puberty [2]. However, these influences are based on substantial genetic control [3].

It was previously reported that the initiation of puberty in female rats is regulated by epigenetic mechanism of transcriptional repression [4], whereby epigenetic control was composed of several mechanisms. Two well established mechanisms include: modification of chromatin and chemical modification of the DNA (including DNA methylation and hydroxymethylation). Non-coding RNA is the most recently unveiled mechanism of epigenetic control, which affords epigenetic information by lncRNAs or microRNAs [5]. Broadly, lncRNAs are known as transcripts greater than 200 nt in length that do not appear to code proteins [6].

During the past decades of transcriptome studies, multiple lncRNAs have been discovered, such as *Xist* and *H19*. The advent of RNA-seq has been a powerful tool in exploring and quantifying lncRNAs [7], which has led to the identification of many more lncRNAs that await functional validation. Most identified lncRNAs have primarily originated from human and mouse studies [8, 9]. Recent studies in bovine [10–12] and porcine species [13, 14] have enriched the mammalian lncRNAs databases, providing a promising future for further lncRNAs studies.

LncRNAs have been shown to participate in the regulation of transcriptional and post-transcriptional control [15]. In recent years, lncRNAs have proven to play roles in lactation, ovary development, and embryo and sperm maturation. Therefore, we inferred that the onset of goat puberty is also regulated by lncRNAs. In this study, we applied RNA-seq and investigated the expression profiles of mRNA and lncRNAs in pubertal and prepubertal goats to explore the association of lncRNAs with the onset of puberty.

## Methods

### Preparation of animals and tissues

This study was authorized and endorsed by the Animal Care and Use Committee of Anhui Agricultural University. We housed three, prepubertal (aged 2.5-3.0 months) and three, pubertal (aged 4.5-5.0 months) female Anhuai goats under the same conditions on a farm in Anhui Province, China. We determined puberty goats in studied femal by male goats detecting estrus and the appearance changes of vulva [16]. The average weight of pubertal goats was 16.17 kg compared with the prepubertal goats 8.30 kg, and the average weight of the pubertal goats’ ovary was 0.76 g compared with the prepubertal goats 0.30 g. The animals were deeply anesthetized by intravenous administration of 3% pentobarbital sodium (30 mg/kg; Solarbio, P8410, China) and sacrificed by exsanguination in a healthy physiological stage when pubertal goats were in the late follicular phase. Hypothalamic tissues were surgically removed, and frozen in liquid nitrogen immediately. These tissues were stored at −80 °C until the RNA extraction [17].

### RNA sequencing and quality control

We isolated total RNA from goat hypothalamus using TRIzol Reagent (Invitrogen, Carlsbad, CA, USA), according to the standard extraction protocol. The contamination and degradation of RNA was detected by 1% agarose gels. The purity of RNA was monitored using the NanoPhotometer® spectrophotometer (Implen, Los Angeles, CA, USA). We measured the concentration of RNA using Qubit® RNA Assay Kit in Qubit® 2.0 Flurometer (Life Technologies, Carlsbad, CA, USA). The integrity of RNA was monitored as previous reported [18]. We used 3 μg RNA per sample for the RNA sample preparations. Firstly, ribosomal RNA in total RNA was removed [19], and then the residue was cleaned up by using ethanol precipitation. Then the libraries whith high strand-specificity for sequencing was generated [19], following manufacturer’s recommendations. Then the process was followed as previously described [20]. Illumina Hiseq 4000 platform was adopted on sequencing and 150 bp paired-end reads were generated. Raw reads were dealt with in-house perl scripts. The reads with more than 10% unknown bases, reads containing adapter and reads with more than 50% of low-quality bases (whose Phred scores were < 5%) were removed, yielding only the clean reads. Meanwhile, the quality of clean reads (Q20, Q30, and GC content) were detected. All the following analyses were based on high quality clean reads.

### Transcriptome assembly

We used a GTF file (ftp://ftp.ncbi.nlm.nih.gov/genomes/Capra_hircus/GFF/) with the annotation of the goat genome. Index of the reference genome was created by Bowtie v2.0.6 [21, 22] and then we aligned paired-end clean reads to the reference genome using TopHat v2.0.9 [23]. The mapped reads of each sample were assembled by both Scripture (beta2) [24] and Cufflinks (v2.1.1) [25, 26] in a reference-based approach. Both methods determined exons connectivity by spliced reads. Scripture ran using default parameters, while Cufflinks ran with min-frags-per-transfrag = 0’ and–library-type fr-firststrand’. Other parameters were set as default.

### Expression and coding potential analysis of transcripts

Gene expression was calculated using FPKMs of transcripts in each sample [27]. We confirmed differential expression in gene expression data using Cuffdiff as it based on the negative binomial distribution provides statistical routines [25]. Transcripts with a *P* < 0.05 were assigned as significantly differentially expressed between two groups. We used three analytic tools, including Coding-Non-Coding-Index (CNCI; v2) [28], Coding Potential Calculator (CPC; 0.9-r2) [29], Pfam Scan (v1.3) [30] to screen out candidate lncRNAs. CNCI (v2) profiles distinguished protein-coding and non-coding sequences effectively by adjoining nucleotide triplets, which was independent of known annotations. CPC (0.9-r2) was mainly used to detect the extent and quality of the Open Reading Frames (ORF) in a transcript and discover the sequences in known protein database, clarifying the coding and non-coding transcripts. Each transcript was translated in all three possible frames, then any of the known protein family was identified by Pfam Scan (v1.3) in the Pfam database (release 27; adopted both Pfam A and Pfam B). The coding potential of transcripts predicted by any of the three tools above were filtered out (non-annotated transcriptional activity by identifying novel transcripts), and those without coding potential were our candidate lncRNAs for further analysis.

### Target gene prediction and functional enrichment analysis

The *cis* role refers to the lncRNA acting on neighboring target genes [31, 32]. To predict the *cis*-regulated target genes of lncRNAs, we screened protein-coding genes as potential targets 10 K/100 K upstream and downstream of lncRNAs andanalyzed their function. The *trans* role refers to the coexpression relationship between lncRNAs and mRNA. Expression levels of lncRNAs and mRNAs were calculated for Pearson’s correlation coefficients by custom scripts (r > 0.95 or r < −0.95). The target genes of lncRNAs were performed functional enrichment analysis by clustering the genes from various samples using the DAVID platform [33]. The significance was described as a *P*-value, measured by the EASE score (*P* < 0.05 was considered significant).

### Quantitative real-time PCR

We have validated the RNA-seq data by selected eight lncRNAs, two novel transcripts, and two target genes to investigate the expression patterns in the samples using qRT-PCR. Werepeated the qRT-PCR experiments three times per sample on expression from the same hypothalamic tissues of three pre vs. three pubertal goats. We designed primers online using Primer5 software and evaluated using BLAST at NCBI. A list of the primer sequences is shown in Table 1. We performed qRT-PCR using SYBR green (Vazyme, China) method. Expression levels of genes were quantified through the cycle threshold (Ct) values and evaluated as 2^-ΔΔCT^. The data of expression was normalized to *β-action.*

**Table 1:** qRT-PCR primer and size of the amplification products of the target and housekeeping genes

Gene	Forward primer, 5’-3’	Reverse primer, 5’-3’	Product size, (bp)
XLOC_957527	ACACGACCAGAACATCAG	AATCACAGGAGAAGAGTAGG	162
XLOC_910648	TGCCATCCAGCCATCTCATC	CACACACCACAGTTCCTTTACC	175
XLOC_1101518	CTCCTGGGCTACCGAATGT	GCGGCTGTGAACTAAATGG	172
XLOC_1276445	TCGCTCCGTCTTCACCTAC	CGTTGCTCCATCACCCTTG	100
XLOC_2056339	CCTGTTGTTGGAATCACTC	CTCTTATGCCTCGGATGG	184
XLOC_960044	CAAGGAGTCGCACGCTAC	CTCTTACGCCTCTGAATCGG	128
XLOC_032671	TGATGCCAAGAGGTAGCC	TTATACAGACAGTGAAAGAGAGG	180
XLOC_688924	ATCTCCACTCTACAAACCTATACC	ACTCTCAAAGGGAAGCCAATG	142
Novel_000476	TTACCTACTACCATCCTTCAC	ATCAGCAGAACCAGAACC	178
Novel_000453	GAAGTGTCGTCTGGAGATTACC	TGTTGAGTGAGTCCTGTATTACC	181
CD38	CTACTGCCTTCTTCTGTG	TTCTGCTTCTGGAATACG	185
GnRH1	CTAATCCTGCTGACTTTCTGTG	ACCTCTTTGGCTATCTCTTGG	127
β-actin	CGTGACATCAAGGAGAAG	GAAGGAAGGCTGGAAGAG	171

### GO and pathway analysis

In this study, Gene Ontology (GO) enrichment [34] analysis of targets was performed by the GOseq R package and corrected by *P* (*P* < 0.05 were considered significantly enriched). Pathway analysis is a functional analysis in KEGG (http://www.genome.jp/kegg) pathways [35]. We evaluated the statistical enrichment of lncRNAs target genes or differential expression genes in KEGG pathways using KOBAS [36] software.

### Statistical analysis

We performed further analysis of RNA-seq data and graphical representations using the statistical R package (R, Auckland, NZL), adopting multiple testing and *P* corrections. We applied SPSS 17.0 software package (SPSS, Chicago, IL, USA) to analyze the qRT-PCR data. Differential expression levels of genes were calculated by independent-samples *t*-test between prepubertal and pubertal goats. Significance of data was defined as *P* < 0.05.

## Results

### Identification of lncRNAs

We used pubertal and prepubertal goats to perform RNA-seq analysis from the hypothalamus of six female Anhuai goats. 

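Hypothalamus RNA from 3 pubertal goats of 4.5 to 5 months and 3 prepubertal goats of 2.5 to 3 months was sequenced, with 1 strand-specific paired-end library per goat. The paper gives between 91023114 and 119492388 mapped reads per library, with a median of 106268033 in the pubertal and 111573489 in the prepubertal goats. The authors aligned the reads to the goat genome with TopHat, assembled transcripts with Scripture and Cufflinks, and gave the expression of each transcript in each library in FPKM, the number of fragments scaled by the length of the transcript and the mapped fragments of the library. The deposited tables hold these FPKM values and no read counts, so the depth behind a single value is unknown. The median log2(FPKM + 1) of the mRNA transcripts with a mean FPKM of at least 1 lay between 3.21 and 3.26 in the 6 libraries. A single transcript of 150 nt, XM_013977338.1 of NKD2, held between 21.4% and 52.7% of the summed FPKM of the mRNA table. Pubertal and prepubertal libraries were compared with limma on log2(FPKM + 1), over the transcripts with a mean FPKM of at least 0.1 in the 6 libraries, and p-values were adjusted by the Benjamini-Hochberg method within each table. Fold changes are on the log2(FPKM + 1) scale, which understates the change of transcripts with low values. An exact permutation test of 3 libraries against 3 cannot give a p-value under 0.1. limma was also run on simulated tables with 200 changed transcripts. It recovered 39% of the mRNA transcripts changed by 1 on the log2 scale and 87% of those changed by 2. For lncRNA transcripts the shares were 0% and 77.5%. The simulated values were normal with no floor at 0, which allowed falls that weakly expressed transcripts cannot show. The 200 were also a larger share of the 2925 lncRNA than of the 23821 mRNA transcripts. The shares therefore neither compare both tables nor give the power for weakly expressed transcripts. A value of 0 in the deposited tables was not read as absence of expression. There were 8 mRNA transcripts listed at 0 in some libraries and at 100 FPKM or more in another.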

In total, 774,998,560 raw reads were produced under the Illumina HiSeq 4000 platform. We obtained 636,544,196 reads maped to goat reference genome after discarding low-quality sequences and adaptor sequences. The percentage of mapped reads among clean reads in each library ranged from 80.45% - 84.32% (Additional file 1). After the analysis of coding potential using the CNCI, CPC and Pfam-scan software, we identified 2943 lncRNAs (Fig. 1), including 2426 large intergenic noncoding RNAs, 217 anti-sense_lncRNAs, and 300 intronic_lncRNAs.

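The lncRNA table held 2943 transcripts from 2551 gene loci, and 326 loci had more than 1 transcript. All 2943 transcripts were above 0 FPKM in at least 1 library, 1508 were above 0 in all 6 libraries, and 860 had a mean FPKM of at least 1. The mRNA table held 30679 transcripts of 20225 genes, of which 30147 had the identifier of a coding transcript and 531 that of a noncoding RNA. Of the mRNA transcripts, 28194 were above 0 in at least 1 library. The position of the lncRNAs in the genome, and with it their class, was not analysed here.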

**Fig. 1:**
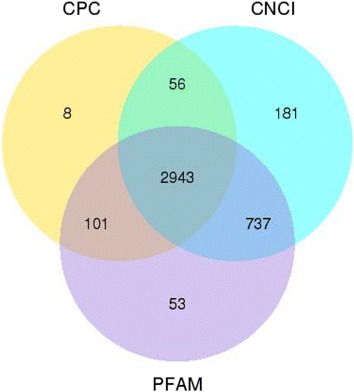
Screening of candidate lncRNAs in hypothalamus transcriptome. The coding potential of lncRNAs were analyzed by three tools (CPC, CNCI and PFAM)

### Genomic features of lncRNAs

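The expression of lncRNA and mRNA transcripts was compared within each library, since both were measured in the same 6 goats. The median FPKM was 0.543 ± 0.0384 (SD, n = 6 libraries) for the 2943 lncRNA transcripts and 2.25 ± 0.102 (SD, n = 6) for the 30679 mRNA transcripts. On the log10(FPKM + 1) scale, the median of the mRNA transcripts was higher than that of the lncRNA transcripts by 0.323 ± 0.0154 (SD, n = 6), and it was higher in 6 of 6 libraries (exact two-sided sign-flip permutation test, p = 0.03125, the smallest that 6 libraries allow). The difference was larger, 0.578, when only transcripts with a mean FPKM of at least 0.1 entered. That minimum left out 22.4% of the mRNA transcripts and 0.612% of the lncRNA transcripts.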

Overall, we observed a lower expression of lncRNAs compared with mRNA (Fig. 2a). The mean length of lncRNAs in our dataset was 1180 nt, and the mean mRNA length was 2869 nt (Fig. 2b). Furthermore, we detected an ORF mean length of 105 nt for our lncRNAs, which tended to be shorter than protein coding genes (Fig. 2c). 

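The 2943 lncRNA sequences had a mean length of 1180.29 nt with an SD of 1658.7 nt over transcripts. Their lengths ran from 200 to 23207 nt with a median of 629 nt, so the mean lay well above the median. With only the longest transcript of each of the 2551 gene loci, the mean was 1165.01 nt. The 30679 transcripts of the mRNA table had a mean length of 2868.74 nt and a median of 2206 nt.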

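The longest ORF of each lncRNA sequence, from ATG to stop codon in the 3 frames of the forward strand, had a mean of 55.5 codons (SD 35.7 over 2943 transcripts), or 166.468 nt, and a median of 50 codons. No such ORF was found in 62 sequences, and 313 held one of more than 100 codons. The definition changed the mean. It was 59.4 codons when an ORF was allowed to run off the end of the transcript, 69.3 codons over both strands, and 85.4 codons when the frame between stop codons was measured without a start codon. The ORFs of the protein coding genes were not analysed here.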

We also found lncRNAs contained fewer exons than mRNA (Fig. 2d).

**Fig. 2:**
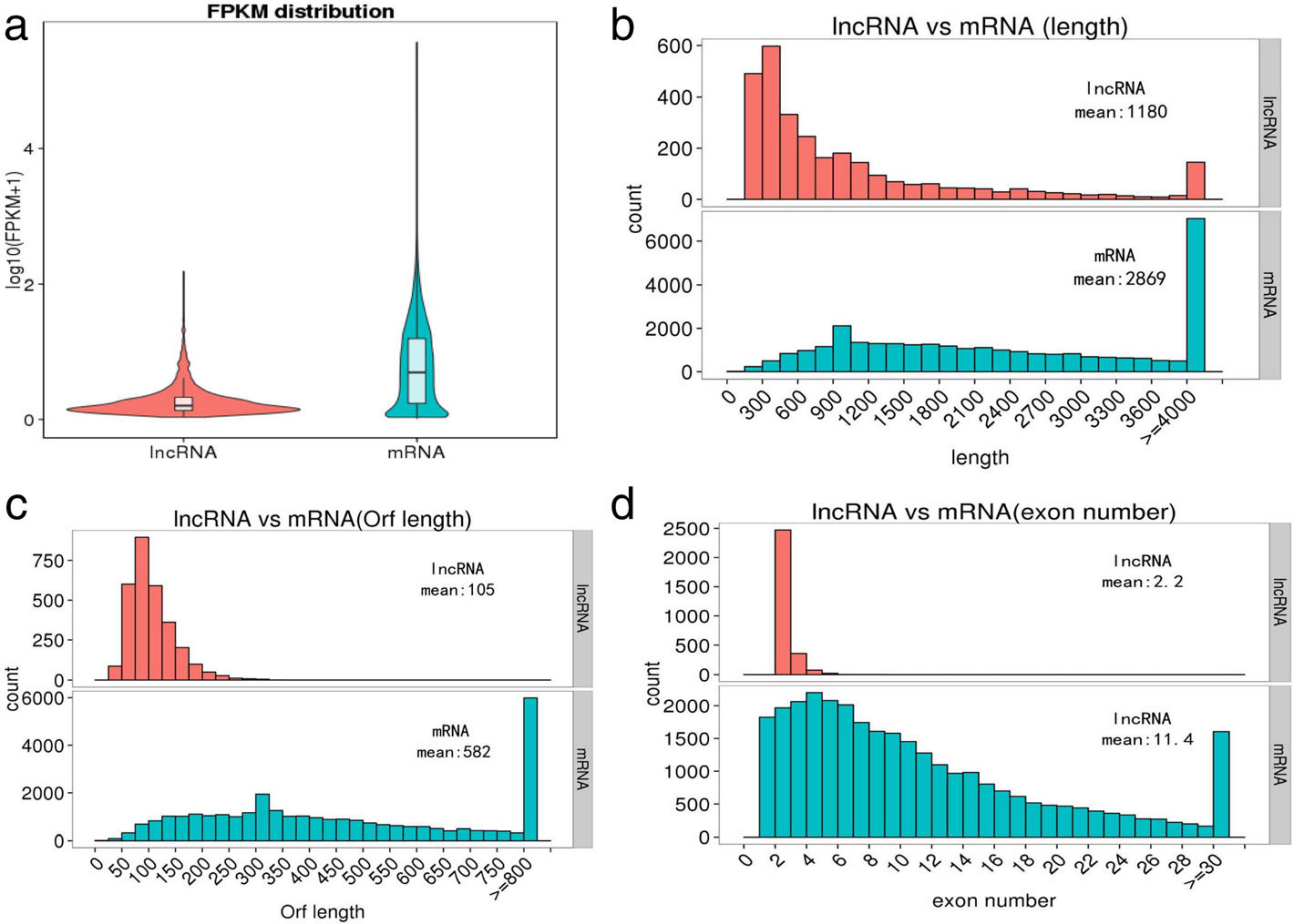
The comparison of features between predicted lncRNAs and mRNA. **a** Expression of lncRNAs and mRNA. **b** Length distribution of 2943 predicted lncRNAs and 30162 coding transcripts. **c** ORF length distribution of lncRNAs and coding transcripts. **d** Exon number distribution of lncRNAs and coding transcripts

### Differential expression cluster analysis

Further analysis identified 1165 significant differential expression transcripts (including lncRNAs, mRNAs, and novel transcripts) (*P* < 0.05), 770 up-regulated and 395 down-regulated transcripts (Fig. 3), including 57 novel transcripts. Furthermore, we detected 59 lncRNAs transcripts from 58 lncRNAs gene loci significant differentially expressed lncRNAs (*P* < 0.05), including 29 up-regulated and 30 down-regulated lncRNAs transcripts in pubertal samples compared with prepubertal samples (Additional file 2). 

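In the authors' deposited table of Cuffdiff results, 1164 of 34803 transcripts had a p-value under 0.05, 878 higher and 286 lower in the pubertal group. They comprised 1048 mRNA, 59 lncRNA and 57 unannotated transcripts. At a q-value under 0.05 the authors' deposited table held 261 transcripts, 236 of them higher. In the limma comparison of the 3 pubertal and 3 prepubertal libraries, none of the 23821 mRNA transcripts tested had an adjusted p-value under 0.05 (a count of 0), and 1159 had an unadjusted p-value under 0.05, 683 of them higher. Of the 1048 mRNA transcripts with a p-value under 0.05 in the authors' deposited table, 473 (45.1%) also had an unadjusted p-value under 0.05 in limma, and 1047 had the same direction. Both directions come from the FPKM of the same libraries, so the shared direction is not independent evidence. There were 2278 mRNA transcripts (9.56%) whose pubertal and prepubertal libraries did not overlap, where chance gives 10%. The count of 1159 moved most when pubertal replicate 1 was left out, to 2509 transcripts, 1009 higher and 1500 lower. With each library centred on its median, 538 were higher and 642 lower.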

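Of the 2925 lncRNA transcripts tested with limma, 1 had an adjusted p-value under 0.05 and 103 had an unadjusted p-value under 0.05, 45 higher and 58 lower in the pubertal libraries. With each library centred on its median, the split was 62 higher and 44 lower. It also depended on single libraries, with 79 higher and 38 lower without pubertal replicate 2, and 36 higher and 86 lower without prepubertal replicate 1. The 1 transcript past the adjusted threshold was TCONS_00690107 of XLOC_364036, 245 nt long. It was listed at 0 in all 3 pubertal libraries and at 5.70, 4.76 and 4.60 FPKM in prepubertal replicates 1, 2 and 3 (adjusted p = 0.0126). In the authors' deposited table its p-value was 1. Of the 59 lncRNA transcripts with a p-value under 0.05 in the authors' deposited table, 14 (23.7%) also had an unadjusted p-value under 0.05 in limma. All 59 had the same direction, which again comes from the same libraries. The pubertal and prepubertal libraries did not overlap for 195 lncRNA transcripts (6.67%). From the Cuffdiff comparison, the paper concludes that these lncRNAs were differentially expressed.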

We validated sequencing results using qRT-PCR analysis (Fig. 4).

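The direction of each lncRNA and gene in Fig. 4 was compared with its FPKM, and the qRT-PCR values themselves were not analysed here. GNRH1 (XM_005684019.1) had 14.5 ± 1.3 FPKM (SD, n = 3) in pubertal and 7.95 ± 3.25 FPKM (SD, n = 3) in prepubertal goats, a log2 fold change of 0.85 (standard error 0.24, adjusted p = 0.944 from limma), and its 3 pubertal libraries lay above its 3 prepubertal libraries. CD38 (XM_005681912.2) had 15.1 ± 7.39 FPKM (SD, n = 3) against 10.5 ± 3.28 FPKM (SD, n = 3), a difference within the spread of the goats. XLOC_1276445 had 4.53 ± 1.21 FPKM (SD, n = 3) in pubertal and 1.41 ± 1.58 FPKM (SD, n = 3) in prepubertal goats. XLOC_688924 was at 6.79, 3.29 and 2.94 FPKM in pubertal replicates 1, 2 and 3, and was listed at 0, 0 and 3.20 FPKM in prepubertal replicates 1, 2 and 3. Transcript TCONS_04301814 of XLOC_2056339 was at 12.6 FPKM in pubertal replicate 3 and between 4.26 and 5.83 FPKM in the other libraries, and without that replicate its log2 fold change went from 0.42 to 0.03. The other transcript of this lncRNA, TCONS_04422942, was at 2.03, 2.07 and 5.85 FPKM in pubertal and at 1.66, 1.76 and 1.51 FPKM in prepubertal replicates 1, 2 and 3, and its log2 fold change went from 0.60 to 0.21 without pubertal replicate 3. The lncRNAs lower in pubertal goats were XLOC_957527 (TCONS_01961607, log2 fold change -0.61), XLOC_910648 (TCONS_01817449, -0.74), XLOC_960044 (-0.95), XLOC_1101518 (-0.37) and XLOC_032671 (-0.50). XLOC_032671 was at 32.1 FPKM in prepubertal replicate 2, and without that library its log2 fold change was 0.36. With each library left out in turn, XLOC_960044 ran from -1.31 to -0.45 and XLOC_1101518 from -0.47 to -0.18. In the authors' deposited table, Novel_000453 had a group FPKM of 1.06 in pubertal and 0.271 in prepubertal goats, and Novel_000476 had 0.706 and 1.08. Neither has values per library, so they were not tested in limma. The q-value in that table was 0.00631 for Novel_000453 and for XLOC_032671, and 0.967 for Novel_000476. With all 6 libraries, the direction of each item was the one drawn in Fig. 4. Of the items tested in limma, none had an adjusted p-value under 0.05, with 0 of 52 tested transcripts of the lncRNAs and genes named in the paper apart from 48 trans lncRNAs of Table 2, and 0 when adjusted over the list alone. This list was chosen by the study on these goats, so the second count is not independent evidence. At an unadjusted p-value under 0.05 there were 12 of the 52. The 48 trans lncRNAs had 53 tested transcripts, of which 0 had an adjusted p-value under 0.05 and 2 an unadjusted one.

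**Figure D1:**
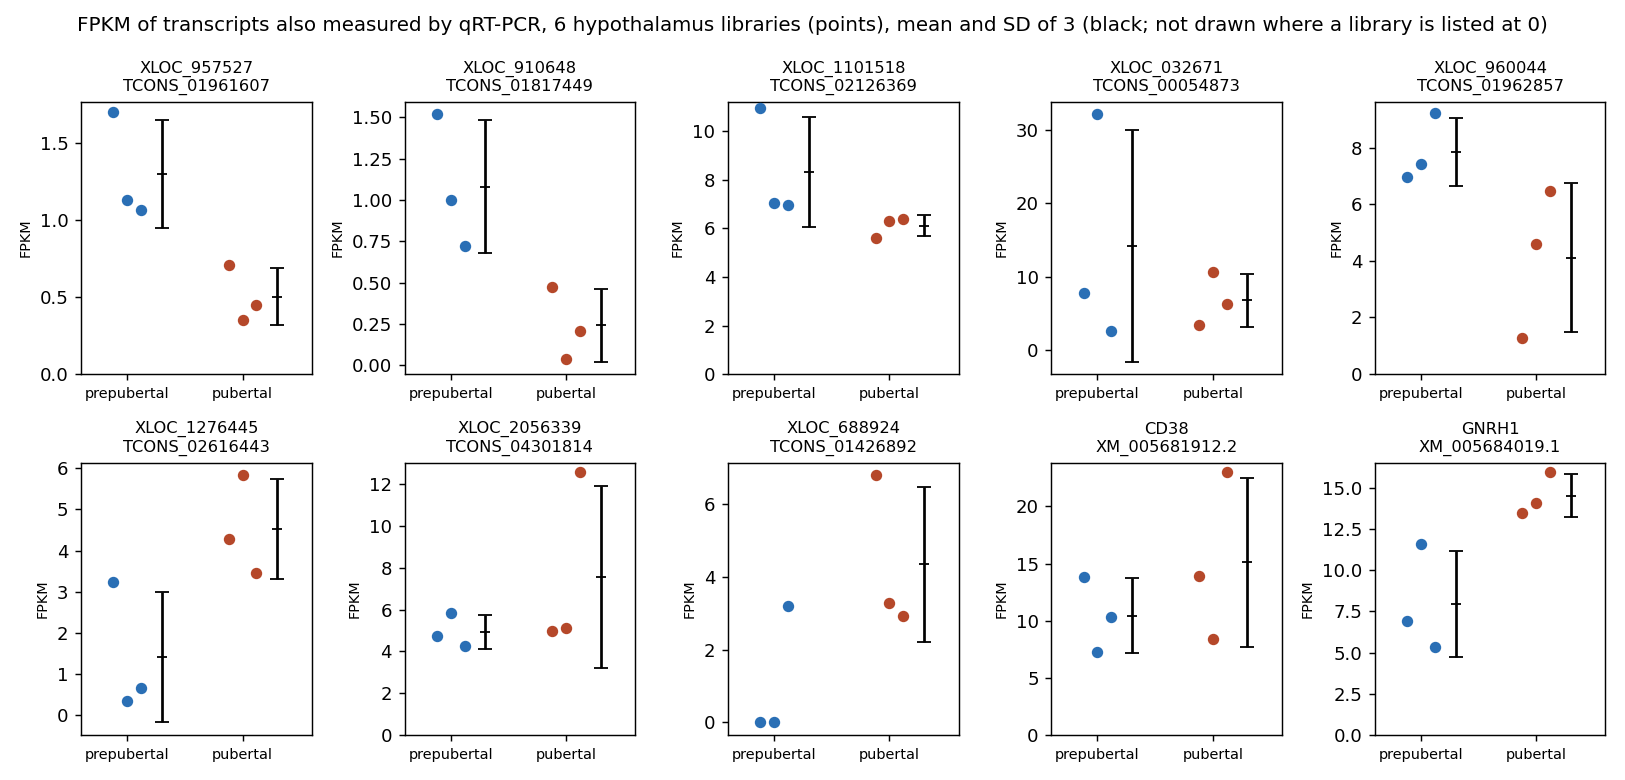
FPKM (vertical axis, including 0) of 8 lncRNA transcripts, CD38 and GNRH1 in the 3 prepubertal and 3 pubertal libraries. Points are single libraries in the order of replicates 1, 2 and 3, and black bars are the mean and SD of 3 libraries, not drawn where a library is listed at 0. In XLOC_032671 a single prepubertal library stands at 32.1 FPKM, and in XLOC_2056339 a single pubertal library at 12.6 FPKM.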

**Fig. 3:**
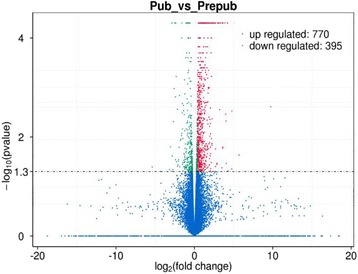
Volcano plots of differential expression transcripts. X-axis is fold change (log 2) and Y-axis is *P* (−log 10). Red points indicate up-regulated (X axis > 0) transcripts; green points indicate down-regulated (X axis < 0) transcripts

**Fig. 4:**
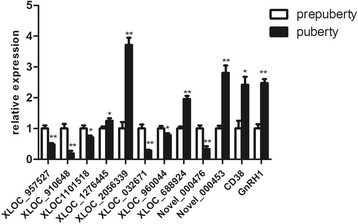
Validation of RNA-seq results by using quantitative qRT-PCR. Some lncRNAs and target genes were examined using quantitative qRT-PCR. The data are expressed as the mean ± 1 SD (*n* = 3). *p < 0.05, **p < 0.01

### Prediction of target genes of lncRNAs in *cis* and *trans*

LncRNAs can act on target genes, either in *cis* (neighbor the site of lncRNA production) or in trans to coexpression whith target genes [37]. To explore whether differences in lncRNAs affects functional regulation of goat puberty, we predicted the target genes of lncRNA using the *cis* and *trans* model. To analyze the *cis* role of lncRNA, we screened protein-coding genes as potential targets 10 K/100 K upstream and downstream of the lncRNAs. The results indicated that there were 2012 lncRNAs that corresponded to 5412 target genes (Additional file 3). 

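The lncRNAs XLOC_1486935, XLOC_1284300, XLOC_957527, XLOC_080674 and XLOC_910648 and the neighbouring genes that Table 2 pairs with them were compared between the stages. TCONS_03064890 of XLOC_1486935 had 2.36 ± 0.452 FPKM (SD, n = 3) in pubertal and 0.494 ± 0.178 FPKM (SD, n = 3) in prepubertal goats, a log2 fold change of 1.17 (standard error 0.20, adjusted p = 0.756 from limma, 0.0524 when adjusted over the list alone). Its neighbour PRLHR had 2.49 ± 1.12 and 2.49 ± 0.435 FPKM (SD, n = 3 each). XLOC_1284300 had 0.179 ± 0.152 FPKM in pubertal and 0.755 ± 0.470 FPKM in prepubertal goats (SD, n = 3 each), while EMC3 had 82.9 ± 3.62 and 87.5 ± 1.3 FPKM (SD, n = 3 each). XLOC_080674 had 0.755 ± 0.398 against 0.299 ± 0.0766 FPKM (SD, n = 3 each), and ZNF175 had 8.10 ± 0.324 against 7.76 ± 1.5 FPKM (SD, n = 3 each). ZNF444, beside XLOC_910648, had 9.52 ± 2.47 against 8.93 ± 1.73 FPKM (SD, n = 3 each). The log2 fold changes of PRLHR, EMC3, ZNF175 and ZNF444 were -0.04, -0.08, 0.07 and 0.07. Those of PRLHR, ZNF175 and ZNF444 were within the spread between goats, and EMC3 had an adjusted p of 0.972 in limma. Those of PRLHR, ZNF175 and ZNF444 changed sign when a single library was left out. The 2 transcripts of IGF2BP1 had mean values under the minimum of 0.1 FPKM and were not tested. Across the 6 libraries, with MEF2C and DNAJB2, the 7 neighbouring pairs of Table 2 had Pearson r between -0.205 and 0.599, and none passed 0.95.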

Interestingly, we observed several genes related puberty such as *PRLHR*, *EMC3*, *IGF2BP1*, *ZNF17*5, and *ZNF444* [38–41], which were respectively a target of *XLOC_1486935*, *XLOC_1284300*, *XLOC_957527*, *XLOC_080674*, and *XLOC_910648*, indicating that the onset of puberty is probably regulated by the lncRNA-tatget genes. Regarding the *trans* role of lncRNA, our results showed that the lncRNA, *XLOC_957527*, acted on *GnRH1* (Table 2; Additional file 4).

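The FPKM of XLOC_957527, summed over its 2 transcripts, was 0.634 ± 0.163 (SD, n = 3) in pubertal and 1.67 ± 0.285 (SD, n = 3) in prepubertal goats. Over the 6 libraries it had a Pearson r of -0.973 with GNRH1 (exact permutation p = 0.00278, over all 720 pairings) and a Spearman rho of -0.943 (exact permutation p = 0.0167). Over the 57 pairs of Table 2 the Benjamini-Hochberg adjusted p of r was 0.0144. On log2(FPKM + 1), an alternative set before the data were examined, r was -0.934, which does not pass an absolute r of 0.95. Without prepubertal replicates 1 and 3, the libraries farthest from the median of the lncRNA, r was -0.948 over 4 libraries. The sum over the locus was chosen after the correlation was seen, and the single transcripts gave lower values, -0.800 for TCONS_01961607 (exact permutation p = 0.0611) and -0.539 for TCONS_01986445 (exact permutation p = 0.261). The stages did not overlap in either measure. With the mean of each stage subtracted, r was -0.963, and 2 of the 36 pairings of the libraries within their stages gave as large an absolute r (exact permutation p = 0.0556, a test added after r was seen). Of 18815 genes, 59 had an absolute r above 0.95 with this lncRNA, and GNRH1 ranked 12 among them. When the libraries of the lncRNA table were matched to those of the mRNA table at random 100 times, between 17 and 347 genes passed, with a median of 44. CD38 and XLOC_523219 had an r of 0.978 (exact permutation p = 0.00833, adjusted 0.019). XLOC_523219 was listed at 0 in pubertal replicate 2 and in prepubertal replicates 2 and 3. Its highest value, 8.16 FPKM, was in pubertal replicate 3, where CD38 was also highest at 23.1 FPKM. Of the 50 trans pairs of Table 2, which the study selected on these libraries, 39 passed an absolute r of 0.95, and the lowest was 0.171. From this correlation, the paper states that the lncRNA acted on GNRH1.

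**Figure D2:**
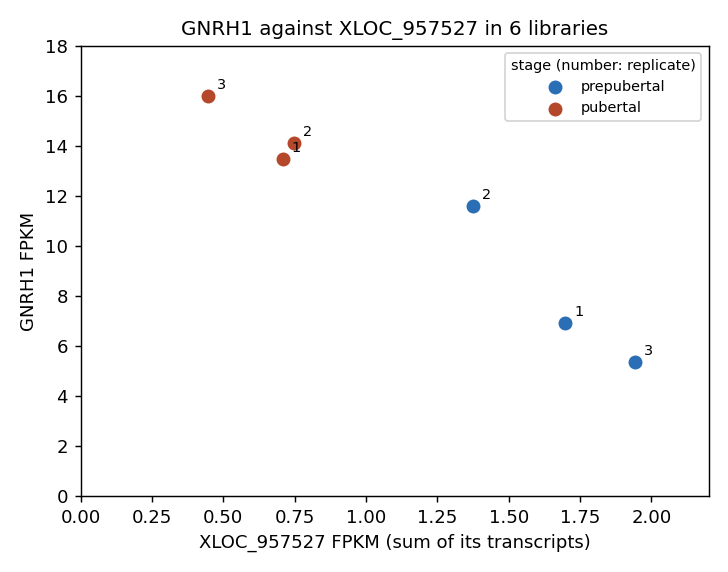
FPKM of GNRH1 (vertical axis) against the summed FPKM of XLOC_957527 (horizontal axis) in the 6 libraries, 1 point per goat, numbered by replicate. The 3 pubertal goats lie at the upper left and the 3 prepubertal goats at the lower right, with no overlap in either measure.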

**Table 2:** LncRNAs and its potential target genes associated with puberty

Target genes	Cis-lncRNA	Trans-lncRNA
ZNF175	XLOC_080674	XLOC_1594657, XLOC_720006, XLOC_1831092,
DNAJB2	XLOC_1101518	XLOC_1891931, XLOC_1516990, XLOC_1554449, XLOC_1021724
EMC3	XLOC_1284300	XLOC_1429620, XLOC_1269384, XLOC_047864, XLOC_1409381, XLOC_1988116, XLOC_1430952
PRLHR	XLOC_1486935	XLOC_559241
MEF2C	XLOC_2123676	XLOC_674601, XLOC_2253794, XLOC_2334337, XLOC_1598694, XLOC_1334265, XLOC_2423839 XLOC_1178955, XLOC_1959074, XLOC_263620, XLOC_1375793
ZNF444	XLOC_910648	XLOC_1529384, XLOC_083680, XLOC_1561175, XLOC_1876674, XLOC_2092234, XLOC_1371300, XLOC_1341798, XLOC_471078, XLOC_904488, XLOC_1248122, XLOC_070767, XLOC_1753539 XLOC_1985452, XLOC_1680696, XLOC_912734, XLOC_2285546, XLOC_1011371
IGF2BP1	XLOC_957527	XLOC_1787362, XLOC_1068007, XLOC_428323, XLOC_1405012, XLOC_395262, XLOC_1970958, XLOC_228837
CD38		XLOC_523219
GnRH1		XLOC_957527

### GO and KEGG analysis

Our GO analysis of predicted targets demonstrated 73 significantly enriched terms (*P* < 0.05). The top eight terms were as follows: pheromone receptor activity, hyalurononglucosaminidase activity, hexosaminidase activity, sensory perception of taste, viral genome packaging, helicase activity, sensory perception of chemical stimulus, and sensory perception (Additional file 5). Interestingly, the signaling pathway of the pheromone receptor activity was significantly enriched, which relates to goat estrus. In addition, the sterol biosynthetic process signaling pathway was significantly enriched. 

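In the paper's enrichment table, 5 of 149 annotated target genes belonged to pheromone receptor activity, against 12 of 17299 genes in the background, with a P of 3.3433e-08 and a corrected P of 0.00013714. In the mRNA table these 5 target genes were LOC102168291, LOC102171004, LOC102171271, LOC102171541 and LOC102191644. LOC102168291 and LOC102171004 were listed at 0 in all 6 libraries. The highest value of the other genes in any library was 0.132 FPKM, in LOC102171271 in prepubertal replicate 2. All 5 lay under the mean of 0.1 FPKM required for a test, so their expression was not compared between the stages.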

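DNAJB2 had 2 transcripts in the mRNA table. XM_005676583.2 had 35.8 ± 7.02 FPKM (SD, n = 3) in pubertal and 32.9 ± 2.42 FPKM (SD, n = 3) in prepubertal goats, a log2 fold change of 0.11 (standard error 0.14, adjusted p = 0.981 from limma). XM_005676585.2 had 98.98 ± 11.9 and 99.8 ± 10.8 FPKM (SD, n = 3 each), a log2 fold change of -0.01 (standard error 0.12, adjusted p = 0.998). Both differences were within the spread between goats, and each changed sign when a single library was left out. The p-values in the authors' deposited table were 0.603 and 0.936. In the paper's enrichment table, 1 of 149 annotated target genes belonged to sterol biosynthetic process, against 2 of 17299 genes in the background, with a P of 0.0172 and a corrected P of 1.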

*DNAJB2* was the differentially expressed target gene on the pathway, which suggests that it may be a new gene involved in the regulation of puberty onset via the sterol biosynthetic process signaling pathway.

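In the paper's table of KEGG pathways for the neighbouring genes, 90 pathways were listed, of which 8 had a P under 0.05 and 2 a corrected P under 0.05. The oxytocin signaling pathway held 1 target gene of 155 in the background, with a P of 0.628 and a corrected P of 0.705. The gene the paper places in this pathway is MEF2C, which had 5 transcripts with a mean of at least 0.1 FPKM in the libraries. The most abundant, XM_005683423.2, had 5.42 ± 1.01 FPKM (SD, n = 3) in pubertal and 5.96 ± 0.0461 FPKM (SD, n = 3) in prepubertal goats, a log2 fold change of -0.13 (standard error 0.15, adjusted p = 0.981 from limma). XM_005683420.2 had 4.92 ± 1.10 and 4.93 ± 1.37 FPKM (SD, n = 3 each).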

KEGG pathway analysis of lncRNAs targets showed 90 terms were enriched (Additional file 6), in which oxytocin signaling pathway was related to puberty [42]. These results suggested that lncRNAs may be *cis*-acting on its target genes to regulate onset of puberty (Fig. 5).

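Whether lncRNAs varied together with their neighbours was measured on the paper's list of genes within 10 kb, which held 1493 pairs of 1150 lncRNA loci and 1386 genes. The list for 100 kb was held here only in part, 1994 of its 6672 pairs, and was not used. In the 1358 pairs in which both members had a mean of at least 0.1 FPKM, the median Pearson r of log2(FPKM + 1) over the 6 libraries was 0.0950, and 57.0% of the pairs had an r above 0. With the genes shuffled among the lncRNAs 10000 times, the median r centred on 0.0013 and no shuffle reached the observed value (permutation test, one-sided p = 0.0001, the smallest that these shuffles can give). An r above 0.95 was found in 4 pairs, or 0.295%, against 0.220% of shuffled pairs. The unit is the pair, and pairs that share a gene or a locus are not independent. From the targets, the enriched terms and the pathways, the paper proposes that lncRNAs act in cis on genes that regulate the onset of puberty.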

**Fig. 5:**
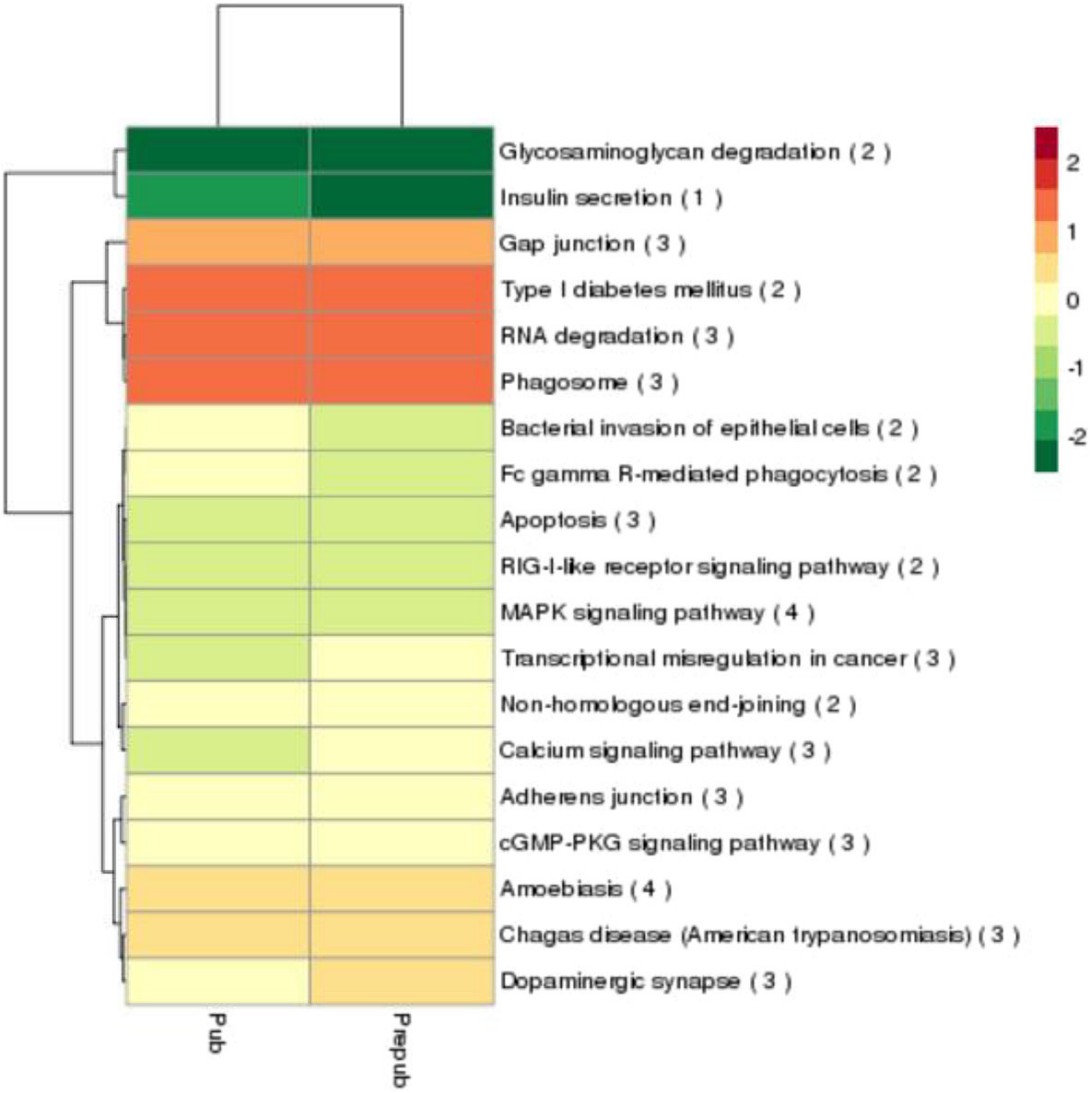
KEGG annotation for target gene functions of predicated lncRNAs. Red indicates higher expression and green indicates lower expression. The number of differentially expressed genes is shown in parentheses

We also evaluated the *trans* role of 2943 lncRNAs in protein-coding genes by its correlation coefficient of gene expression (Pearson correlation ≥ 0.95 or ≤ −0.95). 

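The same criterion was applied to the deposited FPKM of the 2943 lncRNA transcripts and the 28194 mRNA transcripts above 0 in at least 1 library. All 2943 lncRNA transcripts had at least 1 mRNA transcript with an absolute Pearson r above 0.95 over the 6 libraries, in 519436 pairs. At an absolute r above 0.99 there were 2825 lncRNA transcripts, the lowest number with all 6 libraries. With each lncRNA locus and each gene summed over its transcripts, a level chosen after seeing the values, all 2551 loci had a correlated gene.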

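The number of lncRNAs past the criterion was set beside that from mismatched libraries, in which the 6 libraries of the lncRNA table were paired at random with those of the mRNA table. All lncRNA transcripts had a correlated mRNA transcript in each of 100 such re-matchings. The re-matched libraries gave between 484878 and 527672 pairs with a median of 508710, and 12 of the 100 gave at least as many pairs as the true matching. By loci and genes, the re-matched libraries gave between 246989 and 282041 pairs against 275431 for the true matching. The number of lncRNAs with a correlated mRNA was therefore equal for true and mismatched libraries.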

The results showed that 2551 lncRNAs had interactions with target genes in *trans* of the goat genome. Functional analysis illustrated that target genes in *trans* were enriched (*P* < 0.05) in 158 GO terms including a variety of processes (Additional file 7), such as G-protein coupled receptor activity, transmembrane signaling receptor activity, receptor activity, and so on.

We identified 273 KEGG pathways (Additional file 8), several of which were associated with puberty, including ovarian steroidogenesis, GnRH signaling pathway, steroid biosynthesis, steroid hormone biosynthesis, oxytocin signaling pathway, GABAergic synapse, estrogen signaling pathway, oocyte meiosis, glutamatergic synapse, and others. These findings indicate that lncRNAs may act on the target genes associated with puberty of goat in *trans*.

### Specific expression of lncRNAs

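Stage-specific lncRNAs were counted as transcripts above 0 FPKM in at least 1 library of a stage and listed at 0 in all 3 libraries of the other. This gave 187 transcripts in pubertal and 243 in prepubertal goats, and these were the 430 transcripts of Additional file 9. Of the 187 pubertal transcripts, 107 were above 0 in 1 library, 74 in 2 libraries and 6 in all 3. The numbers for the 243 prepubertal transcripts were 134, 97 and 12. The counts depended on each library. Without prepubertal replicate 3, 308 transcripts were specific to pubertal goats, and without pubertal replicate 2, 383 were specific to prepubertal goats. In the authors' deposited table, 174 of the pubertal and 229 of the prepubertal transcripts had a p-value of exactly 1. TCONS_05027309 of XLOC_2409732, 250 nt long with a GC content of 57.2% and a longest ORF of 30 codons, was at 2.90 FPKM in pubertal replicate 1 and 2.43 FPKM in pubertal replicate 3 and was listed at 0 in pubertal replicate 2 and in the 3 prepubertal libraries. Its p-value in the authors' deposited table was 0.0197, the lowest of the 187, with a q-value of 0.631. In limma its adjusted p was 0.943. Its sequence is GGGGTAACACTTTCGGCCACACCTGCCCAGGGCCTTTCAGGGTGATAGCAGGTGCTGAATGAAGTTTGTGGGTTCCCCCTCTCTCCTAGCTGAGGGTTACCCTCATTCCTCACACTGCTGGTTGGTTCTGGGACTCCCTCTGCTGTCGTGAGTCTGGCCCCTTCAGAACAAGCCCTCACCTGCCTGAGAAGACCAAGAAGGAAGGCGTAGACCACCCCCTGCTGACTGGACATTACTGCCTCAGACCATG.

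**Figure D3:**
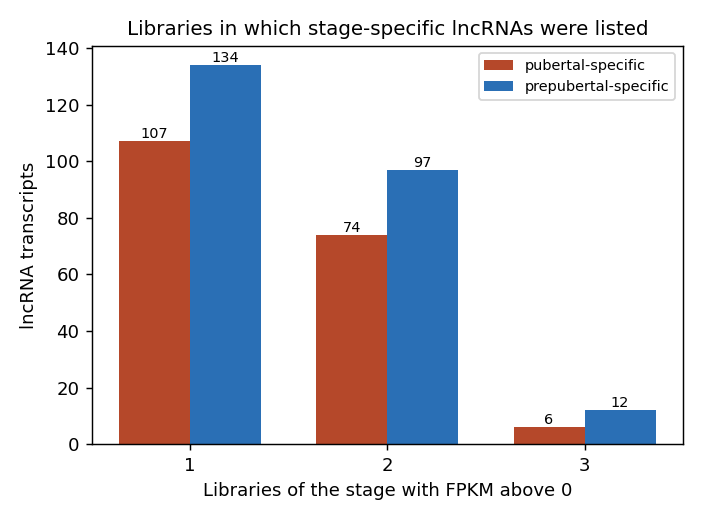
Number of lncRNA transcripts listed in a single stage (vertical axis, from 0) by the number of libraries of that stage with an FPKM above 0 (horizontal axis). Of the pubertal transcripts 6, and of the prepubertal transcripts 12, were above 0 in all 3 libraries of their stage.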

There were 187 specific expressions of lncRNAs in the pubertal samples, especially, *XLOC_2409732*, which has a lower *P* than other specific expression of lncRNAs. The targets of *XLOC_2409732* were detected as *ASB5*, *WDR17*, *SPATA4* and *SPCS3* according to RNA-seq analysis. 

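These genes lie side by side on chromosome 27 in the gene table of the ARS1.2 assembly, in the order SPCS3, ASB5, SPATA4 and WDR17. SPCS3 had 42.7 ± 6.50 FPKM (SD, n = 3) in pubertal and 44.1 ± 7.42 FPKM (SD, n = 3) in prepubertal goats. ASB5 (XM_005698684.2) had 0.796 ± 0.518 and 0.303 ± 0.183 FPKM (SD, n = 3 each), a log2 fold change of 0.43 (standard error 0.23, adjusted p = 0.972 from limma). The most abundant transcript of WDR17, XM_013975363.1, had 11.9 ± 1.65 and 12.8 ± 0.981 FPKM (SD, n = 3 each), and SPATA4 was listed at 0 in all 6 libraries. None of their tested transcripts had an adjusted p-value under 0.05 in limma. In the 10 kb list of Additional file 3, SPATA4 and ASB5 are paired with XLOC_1498149, and XLOC_2409732 is paired with LOC102184129, which lies near CDR1 on chromosome X of ARS1.2.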

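TCONS_03162754 of XLOC_1498149, 238 nt long with a longest ORF of 26 codons, was at 2.94 FPKM in prepubertal replicate 2 and was listed at 0 in the other 5 libraries. A single library therefore carried its difference between the stages. Its p-value in the authors' deposited table was 0.02485, with a q-value of 0.722. CDR1 had 28.3 ± 3.84 FPKM (SD, n = 3) in pubertal and 25.3 ± 2.43 FPKM (SD, n = 3) in prepubertal goats, a log2 fold change of 0.15 (standard error 0.12, adjusted p = 0.972 from limma), within the spread between goats.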

We found 243 specific expressions of lncRNAs in prepubertal samples, particularly *XLOC_1498149*, which has a lower *P* than other specific expression of lncRNAs, and *CDR1* was targeted to *XLOC_1498149* (Additional file 9). These two specifically expressed lncRNAs may play a pivotal role in goat puberty and, with further studies, provide crucial information regarding the regulation of puberty.

## Discussion

We initially performed RNA-seq to analyze lncRNAs of hypothalamus from pubertal and prepubertal female Anhuai goats. Through sequencing, we acquired 2943 predicted lncRNAs and 30162 coding transcripts. Many studies have indicated that lncRNAs have unique features compared with mRNA; for example, lncRNAs are shorter in length than protein-coding transcripts [27]. Furthermore, we found that lncRNAs in hypothalamus were shorter than in skin (1809 bp on average); however, the number of exons is similar [20]. Interestingly, the length of lncRNAs in goat hypothalamus are longer than that in human (1 kb on average) and mouse (550 nt on average), containing fewer exons than human (2.9 exons on average) and mouse (3.7 exons on average) [43].

In this study, we screened out significant differentially expressed transcripts, including 59 lncRNA transcripts from 58 lncRNA gene loci. As previous research, the functions of lncRNAs were reflected by acting on the protein-coding genes. For example, in a recent study, a muscle-specific lncRNA, *linc-MD1*, influenced muscle development by targeting to *MAML1* [44]. Moreover, the lncRNA, *Neat1*, could make a difference in pregnancy by acting on corpus luteum formation in mice [45]. Therefore, we could predict the role of mammalian lncRNAs by the relevant protein-coding genes.

Here, we predicted the potential functions of lncRNAs through the protein-coding genes in *cis* and *trans*. Several genes have been confirmed to be associated with puberty onset, including *Kiss1/GPR54* [46–49], *IGFs* [50], *GABA* [51] and *FSHR*. We discovered several differentially expressed targets in *cis* and *trans* for lncRNAs in pubertal and prepubertal hypothalamus. *PRLHR*, *EMC3*, *IGF2BP1*, *ZNF175*, *ZNF444* have been reported involved in the regulation of puberty and reproduction of animal [40, 52]. For example, puberty of female rats is significantly advanced by GnRH release under the stimulation of IGF-1; IGF-1 can affect the puberty-related events by hypothalamic GnRH release [53].

Moreover, previous research has demonstrated that puberty is delayed after over expression of ZNFs in the arcuate nucleus (ARC) of female rats; subsequent oestrous cyclicity is also disrupted [40]. Our results also showed the lncRNA, *XLOC_957527*, acted on *GnRH1* through *trans* interactions. Consequently, we confirmed that relevant lncRNAs might play a crucial role on regulation of puberty via the above targets. However, these predicted functions of lncRNAs need further experimental verification.

In the present study, oxytocin signaling pathways were enriched in KEGG pathways. *MEF2C*, as the target gene of lncRNA *XLOC_2123676*, is an important gene in oxytocin signaling pathway associated with puberty regulation. 

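XLOC_2123676 (TCONS_04328256, 295 nt) had 57.4 ± 9.09 FPKM (SD, n = 3) in pubertal and 89.1 ± 14.5 FPKM (SD, n = 3) in prepubertal goats, a log2 fold change of -0.62 (standard error 0.20, adjusted p = 0.943 from limma). Its 3 prepubertal libraries lay above its 3 pubertal libraries, and with each library left out in turn the log2 fold change stayed between -0.75 and -0.51. Over the 6 libraries its Pearson r with MEF2C, summed over transcripts, was 0.599 (exact permutation p = 0.206, adjusted 0.260) and its Spearman rho 0.657 (exact permutation p = 0.175).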

The age that vaginal opening occurs in female rats is delayed by treatment with an oxytocin antagonist, indicating that oxytocin enhances sexual maturation [42]. We also observed that *DNAJB2*, the target of lncRNA *XLOC_1101518*, has a crucial role in sterol biosynthetic process, which is involved in regulation puberty. 

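XLOC_1101518 (TCONS_02126369, 1351 nt) had 6.10 ± 0.433 FPKM (SD, n = 3) in pubertal and 8.33 ± 2.27 FPKM (SD, n = 3) in prepubertal goats, where prepubertal replicate 1 was at 10.9 FPKM. Its Pearson r with DNAJB2 over the 6 libraries was 0.283 (exact permutation p = 0.621, adjusted 0.694) and its Spearman rho 0.0286 (exact permutation p = 1).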

ESR1 is essential for multiple estrogen feedback loops and required for puberty onset in female mouse [54].

Our GO analysis of the predicted targets indicates that pheromone receptor activity signaling pathway, which relates to goat estrus, is significantly enriched (Fig. 6) [55].

**Fig. 6:**
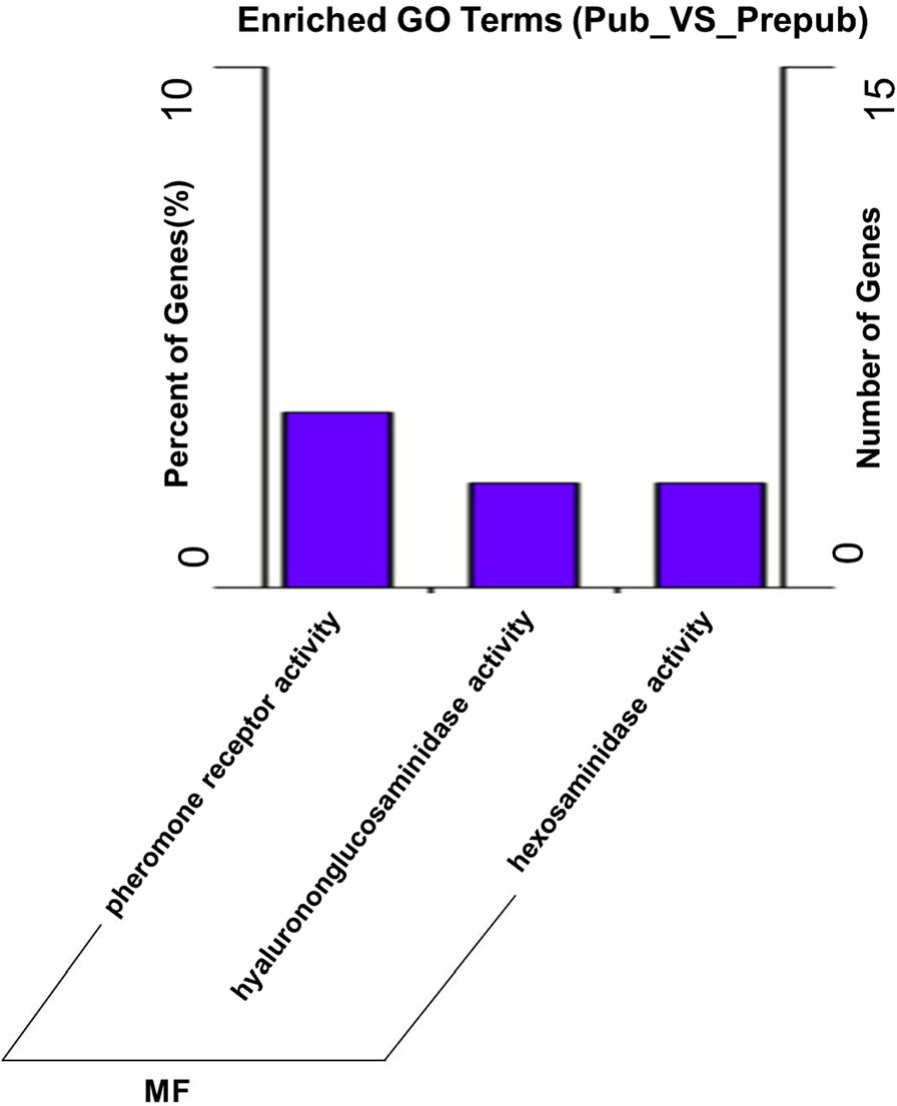
GO enrichment analysis for target gene functions of predicated lncRNAs. (MF: molecular function)

In our study, the enriched KEGG pathways and GO pathways associated with reproduction and puberty clearly suggest that these lncRNAs play a vital role in regulation of puberty in goats. However, the functions of lncRNAs and their predicted targets analyses should be carefully evaluated by further experiments.

## Conclusion

We performed RNA-seq analysis, and screened out differentially expressed lncRNAs of pubertal and prepubertal goats. We elucidated genomic differences between lncRNAs compared with mRNA. Then, we observed several target genes of lncRNAs related to puberty. Our results clearly demonstrate that lncRNAs play an important role in regulating puberty in goats.

## Additional files

Additional file 1: The production of reads from the Illumina HiSeq 4000 platform. (XLSX 9 kb)
Additional file 2: The FPKM of differential expression transcripts. (XLSX 5267 kb)
Additional file 3: The protein-coding genes as potential targets 10K/100K upstream and downstream of the lncRNAs. (XLSX 372 kb)
Additional file 4: The expression of protein-coding genes related puberty. (XLSX 10 kb)
Additional file 5: GO analysis of predicted targets of lncRNAs in cis. (XLS 119 kb)
Additional file 6: KEGG pathway analysis of predicted targets of lncRNAs in cis. (XLS 21 kb)
Additional file 7: GO analysis of predicted targets of lncRNAs in trans. (XLS 1551 kb)
Additional file 8: KEGG pathway analysis of predicted targets of lncRNAs in trans. (XLS 367 kb)
Additional file 9: The specific expression of lncRNAs in pubertal/prepubertal samples. (XLSX 36 kb)

## Abbreviations

ASB5: ankyrin repeat and SOCS box containing 5
DNAJB2: DnaJ (Hsp40) homolog, subfamily B, member 2
EMC3: ER membrane protein complex subunit 3
FSHR: follicle stimulating hormone receptor
GnRH: gonadotropin-releasing hormone
IGF2BP1: insulin-like growth factor 2 mRNA binding protein 1
LncRNA: long noncoding RNA
MEF2C: myocyte enhancer factor 2C
PRLHR: prolactin releasing hormone receptor
WDR17: WD repeat domain 17
ZNF175: zinc finger protein 175
ZNF444: zinc finger protein 444

How the deposited data were processed for this re-analysis (not part of the article)

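Hypothalamus from 3 pubertal and 3 prepubertal female Anhuai goats was studied, with 1 library per goat. Each library was named by its stage and replicate number from the sample labels and the paper, and no library was left out of the main comparisons. The paper states that paired-end reads were aligned to the goat genome with TopHat, that transcripts were assembled with Scripture and Cufflinks, that lncRNAs were selected with CNCI, CPC and Pfam-scan, and that differential expression was tested with Cuffdiff. The paper's text does not name the genome build. The authors deposited FPKM values per transcript and library for mRNAs and for lncRNAs, normalized by the authors for transcript length and mapped reads, the sequences of the lncRNAs, and a comparison of both groups. In this comparison the pubertal group FPKM equalled the mean of its 3 libraries within 1% for 99.8% of the mRNA and lncRNA transcripts. The prepubertal group FPKM was not checked in this way. The deposited p-values and q-values are those of the authors' Cuffdiff run. The deposited column of log2 fold changes held damaged entries and was not used, and folds were computed from the FPKM values. The number of per-sample columns not used was 0.

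FPKM values hold no read counts, so no count model was fitted and no interval for counting error can be given. Mapped reads per library were close between the stages. Depth may limit the short and weakly expressed lncRNAs, which could not be tested without read counts. The main test was limma 3.58.1 in R 4.3.3 (lmFit and eBayes with a trend, two-sided) on log2(FPKM + 1), over transcripts with a mean FPKM of at least 0.1, for mRNA and lncRNA separately, with Benjamini-Hochberg adjustment and a threshold of 0.05. Other steps used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Correlations were computed on FPKM over the 6 libraries with an absolute r above 0.95, the criterion of the paper, and were set beside 100 random re-matchings of the libraries. Marker gene lists were tested with limma's camera on FPKM summed by gene, with an inter-gene correlation of 0.01, and with fry and an estimated correlation as alternatives. limma and camera were tested on simulated data made from the values of these libraries. In 50 draws camera called a shifted list of 15 genes in 50 and an unshifted list in 1. In splits of the 6 libraries other than the true stages, camera with its preset correlation called between 0 and 4 marker gene lists.

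The transcripts named were every lncRNA, transcript and gene named in the results, discussion, Tables 1 and 2 or Additional file 4 of the paper, and up to 5 mRNA and 3 lncRNA transcripts per direction with the largest change among those with an adjusted p-value under 0.05 and no overlap between the stages, a rule set before the data were examined. Departing from this rule, 48 lncRNAs that Table 2 gives only as trans lncRNAs were not named singly or carried through the alternatives, and were counted in limma later. MAML1 and Neat1, which the discussion names as examples from other studies, were left out too. IFI6, ISG15, TTR, POMC, AGRP and the other genes of the marker lists named in the closing part, and NKD2, fall outside this rule and were chosen after their values were seen. Gene symbols came from a RefSeq gene table of the ARS1.2 assembly, to which 19083 of 20225 genes (94.4%) matched. As the build of the study is not known, it was used for names and for the order of neighbouring genes only.

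The alternatives tried were a pseudocount of 0.1, no minimum and a minimum mean FPKM of 1, quantile normalization, centring of each library on its median, limma without a trend, both tables fitted together, the replicate number as a block, FPKM summed by gene, and leaving out each library in turn. Choices made after values were seen were the list of interferon-stimulated genes, 3 definitions of the ORF, the correlation by loci, the sum over the transcripts of XLOC_957527, the test of the correlation with GNRH1 within the stages, and a second test of genes with several transcripts. Exon numbers, lncRNA classes, positions of lncRNAs, the qRT-PCR values and the enrichment of the list for 100 kb were not analysed here, and a result that needs a withheld item is not reported here.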

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

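The camera tests of the marker gene lists, their alternative settings and the count of splits were set before the data were examined. The reading of these settings as tests of an explanation, and the other tests in this part, came after the result was seen. An exception is the centring of each library on its median for the interferon-stimulated genes. The list of interferon-stimulated genes was written after the values of IFI6, ISG15 and CXCL9 had been seen. The text of the paper does not discuss the genes below.

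Interferon-stimulated genes were higher in pubertal goats. Of 20 genes, 19 had a higher mean in the pubertal libraries, with a mean log2 fold change of 0.56. IFI6 was at 292, 249 and 328 FPKM in pubertal replicates 1, 2 and 3 and at 159, 155 and 163 FPKM in prepubertal replicates 1, 2 and 3, and ISG15 at 48.1, 49.2 and 70.8 FPKM against 24.1, 24.9 and 27.7 FPKM. Neither had an adjusted p-value under 0.05 in limma over all genes (0.230 for both). Without the 3 genes seen beforehand, the mean of the other 17 was 0.480, with 16 higher and 12 without overlap between the stages. Adjusted over 9 lists, that is together with the marker gene lists, the p of these 17 genes was 8.15e-16 in limma's camera with its preset correlation, 0.0881 with an estimated correlation and 0.0516 in fry, so the call rests on the preset correlation. A different scaling of the libraries is argued against, since centring each library on its median left a mean of 0.521. Other tissue in pubertal replicate 3 is argued against as the whole cause, since without that library the mean was 0.457 and 20 of 20 genes were higher. Across the fits that each left out 1 library it lay between 0.457 and 0.649. A larger share of microglia is argued against as the whole cause, since the mean of the microglia list was 0.161, and between 0.0911 (without pubertal replicate 1) and 0.221 across the fits that each left out 1 library. In that list C1QA, C1QB and C1QC had log2 fold changes of 0.42, 0.42 and 0.48, and AIF1, CSF1R, CX3CR1, P2RY12 and TMEM119 lay between -0.18 and 0.08. A difference in the health of the goats, in their housing, in the state of their microglia or in the share of other immune cells was not tested and stays open beside the stage itself. All 20 genes had a mean of at least 1 FPKM, so the hypothalamus of these goats expressed them in general.

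Immediate early genes, which neurons and other cells switch on within minutes, were higher in pubertal goats for 10 of 10 genes, with a mean log2 fold change of 0.56. FOS was at 26.8, 31.9 and 19.0 FPKM in pubertal and at 14.0, 13.9 and 11.1 FPKM in prepubertal replicates 1, 2 and 3. The adjusted p of the list was 1.53e-10 in limma's camera with its preset correlation, 0.145 with an estimated correlation and 0.0918 in fry, so the call rests on the preset correlation. Other tissue in pubertal replicate 3 is argued against as the whole cause, since without that library the mean was 0.66 and 10 of 10 genes were higher. A different scaling of the libraries is argued against, since the mean was 0.53 with each library centred on its median and 0.52 with quantile normalization. The handling of the goats and the time until the tissue was frozen were not tested and stay open beside the stage itself.

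Pubertal replicate 3 stood apart from the other libraries. In it, 176 of 14081 genes were at least 2 times higher than in every other library, against 20, 8, 6, 5 and 4 genes in the others. The list for meninges and vessel walls had a mean log2 fold change of 1.05 (7 of 7 genes higher, adjusted p = 2.85e-07 in limma's camera, 0.347 with an estimated correlation and 0.361 in fry). In pubertal replicate 3, 5 of its 7 genes were at least 2 times higher than in every other library, against 2.1% of other genes (Fisher's exact test, adjusted p = 7.0e-07). COL1A2 was at 94.4 FPKM there, against 46.5 and 36.4 FPKM in the other pubertal libraries and 12.0, 25.2 and 25.5 FPKM in the prepubertal libraries. The list for choroid plexus had 3 of 7 such genes (adjusted p = 0.00127), with TTR at 309 FPKM against 1.14 to 53.4 FPKM, and its mean log2 fold change went from 0.27 to -0.27 without that library. Fisher's exact test counted genes within 1 library, and genes of a list are not independent, so the p-values of both lists are too small. A scaling of the library is argued against by a shift of its median log2 value of only 0.034. More meningeal or vessel tissue in that dissection is a candidate explanation for its part of the pattern. Without pubertal replicate 3 the list still had a mean log2 fold change of 0.625, with 7 of 7 genes higher, so that library was not the whole of the difference, and a difference between the stages cannot be told apart from the dissection of single goats with 3 goats each. All 7 genes of the list were also expressed in the prepubertal libraries. Of the 10 splits of the 6 libraries, 2 gave as many marker gene lists past the threshold as the true stages, where 4 lists passed with the preset correlation.

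Transcripts of anterior pituitary hormones were found in the hypothalamus libraries. GH1 was at 7.79 FPKM in pubertal replicate 3 and was listed at 0 in the other 5 libraries. CGA was at 50.1, 62.5 and 39.4 FPKM in pubertal replicates 1, 2 and 3 and at 2.24, 18.0 and 3.32 FPKM in prepubertal replicates 1, 2 and 3, a log2 fold change of 2.98 (standard error 0.58, adjusted p = 0.639 in limma). TSHB was at 2.46, 2.33 and 4.04 FPKM in pubertal replicates and at 0.724, 1.84 and 0 FPKM in prepubertal replicates, while LHB had a log2 fold change of -0.03. The pituitary list had a mean log2 fold change of 0.72 (6 of 8 genes higher, adjusted p = 0.00399 in limma's camera, 0.380 with an estimated correlation). The median of the list was 0.24. Without pubertal replicate 3, the list had 3 of 5 tested genes higher, with a mean of 0.82 and a median of 0.11. In pubertal replicate 3, 3 of its 8 genes were at least 2 times higher than in every other library (Fisher's exact test, adjusted p = 0.00133), and CGA was not among them. This p is too small too, since the genes are not independent. Pituitary tissue at the edge of that dissection and a difference of the goat itself cannot be told apart, because few of the genes reach values well above 0. The rise of CGA was present in all 3 pubertal goats, with GH1 listed at 0 in pubertal replicates 1 and 2, and a difference between the stages in the tissue taken or in its cells stays open and was not tested.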

How the results depend on the processing

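The alternatives were set before the data were examined, apart from 3 definitions of the ORF, the correlation by loci and the single transcripts for GNRH1, which were chosen after seeing the values.

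With all 6 libraries, the count of mRNA transcripts with an adjusted p-value under 0.05 was 0 in every alternative. The count at an unadjusted p-value was 1159 and went from 846 with FPKM summed by gene to 1357 without a minimum. For lncRNAs, 103 transcripts at an unadjusted p-value became 23 with a mean FPKM of at least 1, where 860 transcripts were tested, and 177 when both tables were fitted together. The cause of the second change was not tested. Centring each library on its median moved the share of higher transcripts from 58.9% to 45.6% for mRNA and from 43.7% to 58.5% for lncRNA.

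The 3 goats of each stage share only replicate numbers. The correlation of the deviations of same-numbered libraries lay between -0.025 and 0.044, so the numbers did not pair the goats. With the replicate number as a block, 0 lncRNA transcripts had an adjusted p-value under 0.05, and XLOC_364036 no longer passed, where fewer degrees of freedom are left. At an unadjusted p-value the block gave 1151 mRNA and 100 lncRNA transcripts.

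The median lncRNA length was 629 nt, against a mean of 1180.29 nt. The mean ORF was 85.4 codons between stop codons, and with the definitions added later 99.6 codons on both strands, 89.8 codons when it was allowed to run off the end, and 105.3 codons with both. The single transcripts of XLOC_957527 had an r of -0.800 and -0.539 with GNRH1, and their sum had an r of -0.934 on log2(FPKM + 1). Stage-specific lncRNAs above 0 in all 3 libraries of their stage numbered 6 in pubertal and 12 in prepubertal goats. With an estimated correlation 0 marker gene lists passed, and with fry 0, against 4 with the preset correlation. Among the values of single lists over all alternatives, 11 lost an adjusted p-value under 0.05, 3 gained one and 1 reversed its sign. A change in size alone was not counted.

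Each library was left out in turn. The mRNA transcripts with an adjusted p-value under 0.05 went from 0 to 1, those at an unadjusted p-value from 825 to 2509 (without pubertal replicate 1), and the lncRNA transcripts with an adjusted p-value under 0.05 from 0 to 9 (without prepubertal replicate 1). The difference in expression between mRNA and lncRNA stayed between 0.319 and 0.327, with an exact permutation p of 0.0625, the smallest that 5 libraries allow. Pubertal-specific lncRNAs went from 149 to 308 and prepubertal-specific lncRNAs from 193 to 383, since a stage with fewer libraries lists fewer transcripts. XLOC_364036, which the paper does not name, was the only named transcript past the adjusted threshold with all libraries. It did not pass without pubertal replicate 1 or without prepubertal replicate 3. None of the transcripts that the paper names passed in these fits. The choroid plexus list went from -0.27 to 0.57, reversed without pubertal replicate 3.

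Of 53 tested transcripts named in the text, 37 kept their direction in every alternative that gave them a value. Of 722 alternative values, 3 lost an adjusted p-value under 0.05 and 0 gained one. With all libraries only XLOC_364036 was under that threshold, so only its values could lose it. These counts do not measure whether the size of a change held. Some of the named transcripts had no value with a mean FPKM of at least 1 or without the only library in which they were listed. With all libraries, 4 transcripts with changes near 0 reversed. DNAJB2 XM_005676585.2 went to 0.050 with quantile normalization. With quantile normalization and with median centring, IGF1 NM_001285697.1 went to -0.013 and -0.014, MEF2C XM_005683420.2 to -0.038 and -0.033, and WDR17 XM_013975362.1 to -0.021 and -0.011. With a library left out, 16 transcripts reversed. Their log2 fold changes ran from -0.046 to 0.19 for DNAJB2 XM_005676583.2, -0.095 to 0.087 for XM_005676585.2, -0.023 to 0.17 for ESR1, -0.31 to 0.36 for IGF1 NM_001285697.1, -0.41 to 0.014 for KISS1, -0.11 to 0.28 for KISS1R, -0.19 to 0.15 for MEF2C XM_005683420.2, -0.17 to 0.19 for XM_013965781.1 and -0.086 to 0.052 for XM_013965782.1. They ran from -0.27 to 0.19 for PRLHR, -0.12 to 0.088 for SPCS3, -0.23 to 0.23 for WDR17 XM_013975362.1, -1.25 to 0.36 for XLOC_032671, -0.45 to 0.0016 for XLOC_957527 TCONS_01986445, -0.012 to 0.20 for ZNF175 and -0.084 to 0.28 for ZNF444. The cause was not tested. The number of exons of the lncRNAs was not run, because no genome was used here.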

Differences from the paper's values

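The paper gives a mean ORF length of 105 nt for the lncRNAs. The longest ORF from ATG to stop had a mean of 166.468 nt, or 55.5 codons, in the deposited sequences. In nt, none of the alternatives set before the data were examined closed the gap, with 178.213 nt when an ORF was allowed to run off the end, 207.973 nt on both strands and 256.167 nt between stop codons. If the paper's value is read in codons, the mean between stop codons, 85.4 codons, lay within 1.5 times of it, and 55.5, 59.4 and 69.3 codons did not. Of 3 more definitions that were tried after the values had been seen to differ from the paper's, the frame between stop codons on both strands that was allowed to run off the end gave 105.3 codons, and the others 99.6 and 89.8 codons. This closeness came out of a search over 7 definitions and does not identify the paper's method.

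The paper gives 59 lncRNA transcripts with a P under 0.05, 29 higher and 30 lower. In limma, 103 had an unadjusted p-value under 0.05, 45 higher and 58 lower. For the total, 0 of 14 alternatives set before the data were examined closed the gap, with counts from 23 to 177. For the higher transcripts, a pseudocount of 0.1 (43), limma without a trend (42), and the fits without prepubertal replicate 1 (36), 2 (33) and 3 (36) lay within 1.5 times of the paper's value and the others did not. For the lower transcripts, centring on the median (44) and the fits without pubertal replicate 2 (38) and 3 (43) did, and the others did not. The authors' deposited table, made with Cuffdiff, holds the paper's 59, 29 and 30.

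The paper calls DNAJB2 differentially expressed. Its transcripts had log2 fold changes of 0.11 and -0.01 here, with adjusted p-values of 0.981 and 0.998 in limma, and p-values of 0.603 and 0.936 in the authors' deposited table. The paper gives ASB5, WDR17, SPATA4 and SPCS3 as targets of XLOC_2409732 and CDR1 as the target of XLOC_1498149. The 10 kb list of Additional file 3 has SPATA4 and ASB5 beside XLOC_1498149 and LOC102184129, near CDR1 on chromosome X of ARS1.2, beside XLOC_2409732. The paper describes the oxytocin pathway as enriched, and its own table for the neighbouring genes gives it a P of 0.628 and a corrected P of 0.705. The paper counts fewer higher and more lower transcripts than the authors' deposited table, where 878 were higher and 286 lower. By gene loci instead of transcripts, a level chosen after seeing the values, the number of lncRNAs with a correlated gene was 2551, the number the paper gives, while by transcripts it was 2943.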

Other observations

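The counts of splits for limma and the comparison of neighbours with shuffled pairs were set before their results were seen. So were the camera tests of the marker gene lists and their alternative settings. The other tests in this part were chosen after. The second test of genes with several transcripts was added because the first decided nothing.

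The counts of the limma comparison were set beside those of the 10 splits of the 6 libraries into 3 and 3, where the share can never be under 0.1. For mRNA transcripts with an adjusted p-value under 0.05, 10 of the 10 splits gave as many as the true stages, which any split does because the true stages gave 0. For lncRNA transcripts with an adjusted p-value under 0.05, 5 of the 10 did. At an unadjusted p-value, 5 of the 10 splits gave as many mRNA transcripts and 9 of the 10 as many lncRNA transcripts, with up to 2124 mRNA and 129 lncRNA transcripts in other splits against 1159 and 103. For stage-specific lncRNAs, 3 of the 10 splits gave a sum of both groups as large as the true stages, with sums from 395 to 436. The true stages did not give the highest of these counts.

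That all lncRNAs had a correlated mRNA is consistent with chance over 6 libraries. Of 100 re-matchings of the libraries, 12 gave as many correlated pairs as the true matching, and in all 100 every lncRNA transcript had a correlated mRNA transcript.

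Many of the higher transcripts in the authors' deposited table may rest on pubertal replicate 3. Of 847 higher transcripts with a p-value under 0.05 there and values in the libraries, 206 (24.3%) had that library at more than 2 times both other pubertal libraries, against 15 and 7 for pubertal replicates 1 and 2. Of 232 higher transcripts with a q-value under 0.05, 115 (49.6%) did, against 4 and 1. Over all 26746 transcripts with a mean FPKM of at least 0.1 the shares were 6.27% for pubertal replicate 3 and 4.54% and 4.00% for pubertal replicates 1 and 2.

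Some transcript calls may reflect an exchange of FPKM between transcripts of 1 gene. Of 674 mRNA transcripts with an unadjusted p-value under 0.05 in limma in genes with several tested transcripts, 18.2% had a gene sum under 0.05 too. This cannot be told apart from noise, which also leaves few gene sums called. In the second test, the rest of the gene moved the opposite way for 64.7% of the 674 and for 55.5% of 10426 other transcripts of such genes (Fisher's exact test, p = 2.69e-06). Transcripts of a gene are not independent, so this p is too small, and the difference of the shares is what the test shows.

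Neighbours within 10 kb shared a little of their variation. The median r of 0.0950 over 1358 pairs lay above the 10000 shuffled medians, which is consistent with variation shared by neighbouring loci. It does not give a direction between lncRNA and gene, and reads of transcripts that continue beyond an annotated gene were not tested.

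Of the marker gene lists written to look at the tissue taken, microglia had a mean log2 fold change of 0.16 (7 of 9 genes higher, adjusted p = 0.0185 in limma's camera, 0.493 with an estimated correlation), oligodendrocytes 0.48 (9 of 11, adjusted p = 0.122, 0.00358 with quantile normalization, with MBP at 3333, 489 and 2415 FPKM in pubertal replicates and at 0, 425 and 874 FPKM in prepubertal replicates), cortex and striatum 0.11 (6 of 10, adjusted p = 0.459) and hypothalamic neuropeptides -0.10 (5 of 16, adjusted p = 0.459). The mean of the oligodendrocyte list rested largely on MBP, which was listed at 0 in 1 library. The median of the list was 0.12, and without prepubertal replicate 1 its mean was 0.19. With a library left out, the neuropeptide mean ran from -0.23 (without prepubertal replicate 3) to -0.0055 (without prepubertal replicate 2). Of the list for red blood cells only 2 genes were tested, so it gave no result. AGRP was at 22.7, 5.69 and 28.3 FPKM in pubertal and at 97.45, 175.8 and 22.3 FPKM in prepubertal replicates 1, 2 and 3, a log2 fold change of -2.15 (adjusted p = 0.883). POMC was at 429 FPKM in pubertal replicate 3 and between 22.9 and 85.1 FPKM in the other libraries.

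The lncRNA with the lowest adjusted p in limma, XLOC_364036, was listed at 0 in all pubertal libraries and had a p-value of 1 in the authors' deposited table, as had 1558 of the 2943 lncRNA transcripts (52.9%) and 11588 of all 34803 transcripts.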
